A study of Mus musculus with 2 samples. Its data were reported in "Mesenchymal WNT signaling coordinates epithelial and mesenchymal differentiation in the developing murine ureter" (2026).

How the data were processed

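Ureters of NMRI mouse embryos were explanted at E11.5. Over a culture of 18 h they were kept in IWP-2 (10 µM), a small molecule that blocks the acyltransferase PORCN and with it the secretion of WNT proteins, or in the solvent DMSO alone. RNA of a treated pool and RNA of a control pool were labelled with different dyes and hybridised together on a two-colour Agilent oligonucleotide array. There were 2 arrays, each with its own pair of pools. On replicate 1 the treated pool carried AlexaFluor647 and the control pool AlexaFluor555, and on replicate 2 the dyes were swapped. Both arrays lay on 1 slide and were read in 1 scan, so they did not differ in slide or scan. Batches of dissection, culture or RNA could not be examined, as each array had its own pools.

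The deposited scanner files hold, per the file headers, the intensity of each spot and of its local background in both channels, as written by Feature Extraction 12.2.0.7 without normalization. They also hold an intensity that the software had corrected for background and normalized between dyes, and other deposited columns that mark spots as outliers, saturated or well above background. Each array of design 084956 had 174979 spots, of which 157716 were not controls. These came from 39429 probes of 60 bases, each printed 4 times, under 29924 gene names. Of these names, 21605 were symbols of the RefSeq gene table and 1052 were older names in it. Probe positions are those of the files (mouse build mm9) and were given for 39040 probes. RefSeq was used only for names and for the order of neighbouring genes. The deposited series table holds another unit per probe, a signed fold change of treated over control rounded to 1 decimal. After removal of the step between 1 and -1 in this scale, 94.6% of its values on replicate 1 and 96.4% on replicate 2 lay within 0.1 of the ratio of the processed intensities, with intensities under 15 set to 15.

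Analyses were run in R 4.3.3 with limma 3.58.1 and the data.table package (version 1.17.8). The mean intensity of each spot was corrected for its local background by the normexp method with an offset of 50, and log2 ratios were normalized by loess within each array. Spots marked as outliers in either channel were dropped, and the remaining spots of a probe were averaged. A probe was kept if more than a share of 0.5 of its spots was well above background in the treated channel on both arrays or in the control channel on both arrays. Of the kept probes of a gene, the one with the highest mean brightness was used. Changes are log2 ratios of IWP-2-treated over control, as the mean of 2 arrays with the standard deviation (SD) between them or the standard error (SE) of the fit. The limma functions lmFit and eBayes were used with the dye swap as a sign, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested (false discovery rate, FDR). The 2 arrays left 1 residual degree of freedom per gene, and this number limits the precision. No term for the dye could be added to this fit. The same fit was also run for changes that followed the dye. In it, changes with the treatment count as residual spread, so it gives no rate of false calls.

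A filter modelled on the study's methods was applied to the processed intensities, using the geometric mean of the spots of a probe and the brightest probe of a gene. It asked for a fold change of at least 2 in the same direction on both arrays and an intensity of at least 100 in the brighter channel of each. It involves no test. Its background was the number of genes that passed toward the same dye on both arrays.

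The design, the tests, 17 gene lists and most alternatives were fixed before the data were examined. Of these lists, 6 for targets of WNT, hedgehog, BMP, retinoic acid and FGF signaling and for smooth muscle were tested with the limma function camera, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 6 lists. They were also tested with fry, with an estimated correlation and on ranks. The other 11 lists were described without a test. They hold markers of epithelium, mesenchyme, kidney mesenchyme, endothelium, blood and nerve, genes of the cell cycle, sex-specific genes, neighbours of the *Fox* genes, WNT ligands with genes of their secretion, and 23 genes that the study names around this comparison. Genes were named by a fixed rule. It took all genes of the study list, the 10 genes with the largest mean change in each direction among those past FDR 0.05 and changed alike on both arrays, the members of the other lists as members of their list, and *Porcn* with the WNT ligands and the neighbours of the *Fox* genes. Genes named outside this rule are said to be so where they appear.

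The whole procedure was tested on simulated spots with the measured brightness, background and outlier marks, in which 200 of 20119 genes were changed by known amounts. Of these, 196 passed FDR 0.05 in limma (98.0%), none of them in the wrong direction, and the slope of the estimated on the true changes was 0.970. However, 39 of the 235 genes past the threshold had not been changed (16.6%), more than the nominal share. A repeat of 100 simulated gene tables without spot noise, chosen after this result was seen, gave a median share of 9.13% unchanged genes among those past FDR 0.05. The share ranged from 1.12% to 36.1% and was above 5% in 92 of the 100 tables. With spot noise, 100 further tables gave a median of 11.1% and a range of 1.61% to 33.1%, with 86 of them above 5%. The simulated arrays and tables were drawn with 5.50 prior degrees of freedom, the value estimated from the measured arrays. The median that limma estimated was 7.06 without spot noise (range 4.71 to 23.8) and 7.46 with it (range 4.60 to 17.8). For the simulated arrays the estimate was 12.1. As these lie above the value drawn, the true value may be below 5.50 and the true share of unchanged genes higher. The tables also had independent genes and no trend of the spread on intensity. Among genes past the threshold that also changed at least 2-fold, the median share of unchanged genes was 1.19% without spot noise and 1.20% with it, and the highest were 3.80% and 4.62%. An earlier version of the simulation drew the spread of a gene separately for each array and was corrected. In the dye fit of the simulated arrays 0 genes passed, and 2.5% of 200 random lists had a camera p under 0.05.

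Alternatives covered the signal used, the background correction and its offset, the normalization, the deposited series table, the filter on dim probes, the choice of probe, the summary of spots, saturated spots, the prior of the variance, a separate-channel model, the thresholds, each replicate alone, and the limits of the intensity filter. The trend and the robust prior run singly, and both versions of the separate-channel model that are reported, were added after the data had been seen. The correlation within spots could not be estimated with a dye term in the model as planned, so the value from the model without that term (0.234) was used. Lists for satellite repeats, yolk sac and liver, macrophages, nephron progenitors and the response to the aryl hydrocarbon receptor were written after values had been seen. The single values of some named genes, and 1 further test of a source of tissue, are not reported here.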

Results

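To identify genes that respond to a short block of WNT secretion in the early ureter, the transcriptomes of E11.5 ureter explants kept in IWP-2 (10 µM) or DMSO over a culture of 18 h were compared on 2 two-colour arrays with swapped dyes. The single comparison is IWP-2-treated against control, with 1 treated and 1 control pool per array. On replicate 1, the median spot intensity was 618 in the treated and 307 in the control channel, over local backgrounds of 84 and 27. On replicate 2, it was 352 in the treated and 680 in the control channel, over backgrounds of 27 and 83. The brighter channel was the one with AlexaFluor647 on both arrays. Between 68.6% and 70.7% of spots were well above background in the 4 channels. Outlier marks fell on 7119 spots of replicate 1 (4.51%) and 5197 spots of replicate 2 (3.30%), and 0 spots were saturated. The median SD between the spots of a probe was 0.08 on replicate 1 and 0.05 on replicate 2 on the log2 scale.

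In total, 20119 genes were tested. Across these genes, the log2 changes on the 2 arrays had a Pearson correlation of 0.465 and a Spearman correlation of 0.250, and 56.0% of genes changed in the same direction. Genes are not independent replicates, and no p-value is given for this relation. The alternative that moved it most was centring each array on its median in place of loess, which gave a Pearson correlation of 0.00673. The median SD between arrays was 0.11.

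At FDR 0.05 in limma, 232 genes were lower and 122 genes were higher in IWP-2-treated ureters, so that 65.5% of the 354 genes were lower. All 354 changed in the same direction on both arrays, and the smallest mean change among them was 0.57. A mean change of at least 2-fold was found for 84 of the lower and 17 of the higher genes. At an unadjusted p under 0.05, limma gave 953 lower and 1743 higher genes. The fit for changes that followed the dye gave 0 genes at FDR 0.05 in limma and 438 genes at an unadjusted p under 0.05. Treatment effects widen the residual spread of that fit, and loess had already removed the trend of the dye with brightness. It therefore gives no rate of false calls for the 354 genes. The counts of lower and higher genes at FDR 0.05 have a limited precision. A median of 11.1% of the genes past this threshold were unchanged in 100 simulated gene tables with spot noise, and 9.13% in 100 without it. The simulation took its prior from these arrays, so the true share may be higher. The alternative that moved the counts by the most genes was the deposited series table with its rounded values, with 1323 lower and 1038 higher genes. In a separate-channel model with a dye term, limma gave 0 lower and 0 higher genes at FDR 0.05, and 879 and 1329 at an unadjusted p under 0.05. With both terms, the 2 arrays leave no residual degree of freedom among the log ratios. These counts therefore cannot show whether the changes hold once the dye is modelled.

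**Figure D1:**
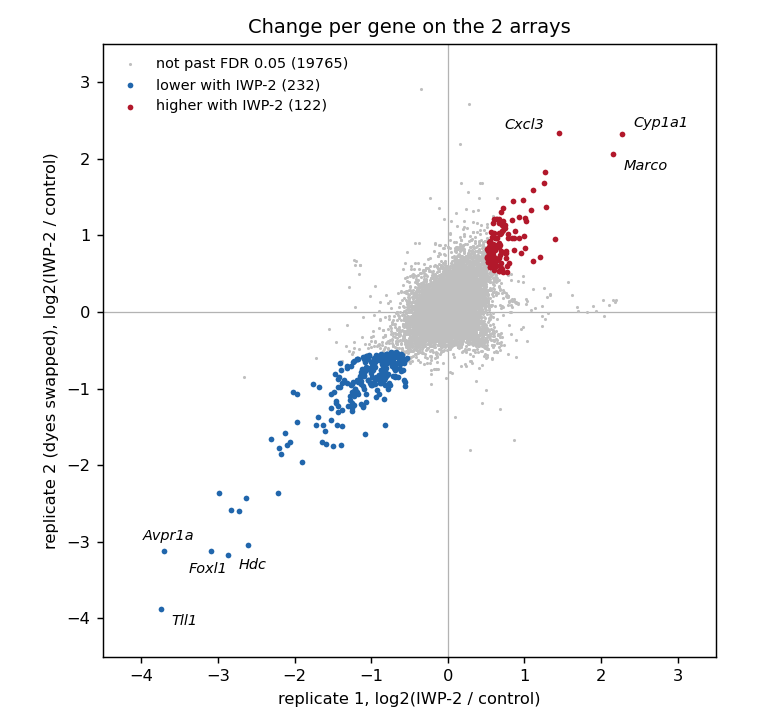
Log2 change of IWP-2-treated over control on replicate 1 (horizontal axis) and replicate 2 (vertical axis) for 20119 genes, each a point. The 232 lower genes (blue) and 122 higher genes (red) at FDR 0.05 lie in the quadrants where both arrays have the same sign.

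The 10 genes with the largest decrease were *Tll1*, *Avpr1a*, *Foxl1*, *Hdc*, *Thy1*, *Car3*, *Penk*, *Ism1*, *Tmem132d* and *Fzd10*. *Tll1* changed by -3.81 ± 0.09 (mean log2 ± SD, n = 2; adjusted p 0.000144 in limma) with a probe on chromosome 8 at 66493567 to 66493626. A second kept probe of *Tll1*, at 66684228 to 66684287, gave -0.42 on replicate 1 and -0.59 on replicate 2. *Avpr1a*, with a probe on chromosome 10 at 121890135 to 121890194, changed by -3.41 ± 0.41 (adjusted p 0.000445 in limma). *Foxl1*, with a probe on chromosome 8 at 123654402 to 123654461, changed by -3.11 ± 0.02 (adjusted p 0.00022 in limma). The means of the other 7 genes ran from -3.02 for *Hdc* to -2.29 for *Fzd10*. With a trend of the variance on intensity in the prior, only *Ism1*, *Tmem132d* and *Fzd10* passed FDR 0.05 in limma, and *Tll1* had an adjusted p of 0.501, *Avpr1a* of 0.311 and *Foxl1* of 0.231. With a prior that was also robust, all 10 passed.

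The 10 genes with the largest increase were *Cyp1a1*, *Marco*, *Cxcl3*, *Ms4a7*, *Tcerg1l*, *Gpr84*, *Slc13a3*, *Inhbb*, *Gpnmb* and *Myl1*. *Cyp1a1*, with a probe on chromosome 9 at 57551535 to 57551594, changed by 2.30 ± 0.03 (adjusted p 0.000445 in limma). *Marco*, with a probe on chromosome 1 at 122371115 to 122371134, changed by 2.11 ± 0.07 (adjusted p 0.000543 in limma). *Cxcl3* changed by 1.90 ± 0.63, with the control channel well above background on 1 array only. The control channel of *Slc13a3* was not well above background on either array, so its increase is given as at least 2.46-fold. The means of the other 6 genes ran from 1.55 for *Ms4a7* to 1.18 for *Myl1*. Of these, *Tcerg1l* had further kept probes with means of 0.46 and 0.73. With the trend on intensity alone in the prior, 0 higher genes passed FDR 0.05 in limma, against 1484 higher genes at an unadjusted p under 0.05.

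The filter on intensity and fold change retained 50 lower and 11 higher genes. These came from 29899 genes, of which 14549 were bright enough, and make up 0.419% of the bright genes. All 50 and all 11 were also past FDR 0.05 in limma in the same direction. By the same filter, 0 genes followed the dye. The alternative that moved these counts most was a fold change of 1.5, with 165 lower and 73 higher genes and 6 that followed the dye.

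Next, the 23 genes that the study names around this comparison were considered. All 23 could be tested. In limma, 12 passed FDR 0.05 over all genes and 17 passed when adjusted over the list alone, all of them lower. The study chose part of this list on these samples, so the second count is not independent evidence. The filter on intensity and fold change retained 6 of them. Genes past FDR 0.05 over all genes were *Foxl1*, *Fzd10*, *Foxf1* (-1.57), *Foxf2* (-1.53), *Nkd1* (-1.31), *Hhip* (-1.17), *Tbx18* (-1.03), *Ptch1* (-1.03), *Lef1* (-0.89), *Id2* (-0.88), *Id4* (-0.78) and *Bmp4* (-0.73). *Bmp4* had an adjusted p of 0.0419 in limma. With a trend and a robust prior, only *Foxl1*, *Fzd10* and *Foxf1* of these 12 passed in limma. The arrays differed most among the 12 for *Foxf2*, with -2.02 on replicate 1 and -1.04 on replicate 2. *Axin2* (-1.01), *Shh* (-0.89), *Fzd1* (-0.67), *Tbx3* (-0.47) and *Gata6* (-0.41) passed over the list alone. *Axin2* had an adjusted p of 0.0507 over all genes in limma, and *Shh* changed by -1.33 on replicate 1 and -0.44 on replicate 2. *Wnt7b*, *Tbx2*, *Myocd*, *Aldh1a2* and *Dkk2* passed in neither.

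**Figure D2:**
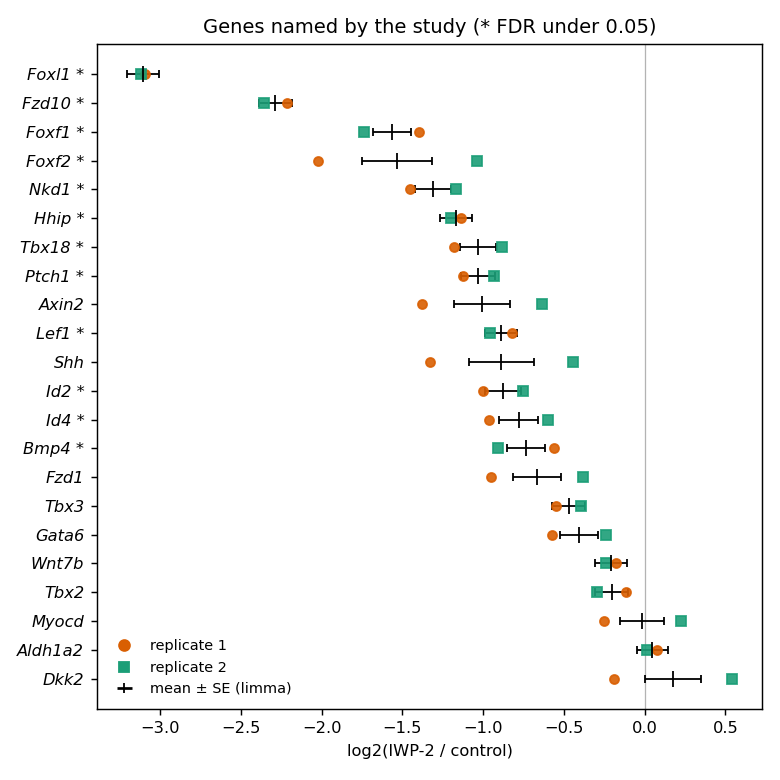
Log2 change of IWP-2-treated over control (horizontal axis) for genes that the study names. Circles and squares are replicates 1 and 2, black bars are the mean with the SE from limma, and a star marks the 12 genes past FDR 0.05 over all genes.

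To ask which pathways changed, lists of target genes were tested with camera in limma. WNT targets changed by a mean of -0.58 (n = 16 genes; adjusted p 4.38e-14 in limma), with 12 of them lower on both arrays. Within this list, *Nkd1*, *Apcdd1*, *Sp5*, *Tcf7*, *Lef1*, *Wif1* and *Tnfrsf19* passed FDR 0.05, while *Nkd2*, *Rnf43* and *Ccnd1* had means between 0.00 and 0.04. A second kept probe of *Nkd2* gave -0.24 on replicate 1 and -0.27 on replicate 2. Hedgehog targets changed by -1.37 (n = 7 genes; adjusted p 3.70e-14 in limma), with 6 lower on both arrays; 6 of the 7 are also in the study list. BMP targets changed by -0.69 (n = 10 genes; adjusted p 1.59e-14 in limma), and all 10 were lower on both arrays. Retinoic acid targets changed by a mean of -0.24 and a median of -0.10 (n = 8 genes; adjusted p 0.0107 in limma), and of these *Stra6* (-1.05) passed FDR 0.05. FGF targets changed by 0.25 (n = 6 genes; adjusted p 0.0110 in limma), with 3 higher on both arrays. Smooth muscle genes changed by -0.22 (n = 7 genes; adjusted p 0.0174 in limma), with 4 lower and 1 higher on both arrays. The mean of the retinoic acid list was -0.33 on replicate 1 and -0.16 on replicate 2, and that of the smooth muscle list -0.32 and -0.12. No FGF target and no smooth muscle gene passed FDR 0.05 alone. Under fry in limma, only the hedgehog list remained past an adjusted p of 0.05 (0.0116). With an estimated inter-gene correlation in camera no list did, which moved the results most (adjusted p 0.230 to 0.299 in limma). Both tests rest on 1 residual degree of freedom, so a list that did not pass them is not shown to be unchanged. The p-values of camera with the fixed correlation depend in turn on its assumed value of 0.01.

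The lists that were described without a test gave the following means. Endothelial markers changed by 0.49, with all 10 higher on both arrays and *Kdr* and *Cldn5* past FDR 0.05. A second kept probe of *Kdr* gave 0.29 on replicate 1 and 0.11 on replicate 2. Blood markers changed by 0.41, with a mean of 0.17 on replicate 1 and 0.64 on replicate 2. Neural markers changed by 0.34, with 0.42 and 0.26 on the arrays, and in both lists 9 of 12 genes were higher on both arrays. Epithelial markers changed by 0.18, and cell cycle genes by 0.13, the latter with 0.05 on replicate 1 and 0.20 on replicate 2. Mesenchymal markers changed by -0.15, with -0.29 on replicate 1 and -0.01 on replicate 2, and of these *Tbx18* and *Tcf21* passed FDR 0.05. Kidney mesenchyme markers changed by -0.11, with a mean of 0.17 on replicate 1 and -0.39 on replicate 2. *Meox1* (0.96) was the only gene of that list past FDR 0.05. Sex-specific genes changed by 0.02, with -0.22 on replicate 1 and 0.26 on replicate 2. The mean over both arrays of each of these lists kept its sign under the other normalizations and background corrections. On single arrays, centring on the median turned the epithelial mean negative on replicate 2 (-0.10), as it did the neural (-0.01) and cell cycle (-0.06) means, and the mesenchymal mean positive on replicate 1 (0.05).

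**Figure D3:**
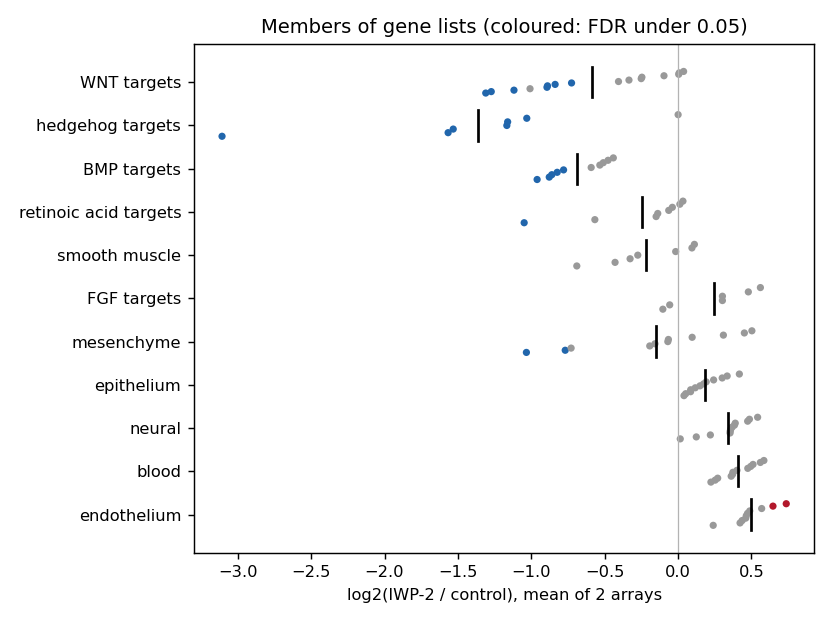
Mean log2 change over 2 arrays of IWP-2-treated over control (horizontal axis) for the members of 11 gene lists, each gene a point and each list mean a black bar. Blue and red points are lower and higher genes at FDR 0.05, and the WNT, hedgehog and BMP lists have means of -0.58, -1.37 and -0.69.

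The *Fox* genes of the study list lie in clusters, so their neighbours were examined. On chromosome 8, in the order of the RefSeq table, *Fendrr* changed by -1.62, *Foxf1* by -1.57, *Mthfsd* by 0.04, *Foxc2* by -0.86 and *Foxl1* by -3.11. *Fendrr* and *Foxc2* passed FDR 0.05 in limma, and *Mthfsd* did not. The treated channel of *Fendrr* was well above background on 1 array only, and its mean was -2.68 with the processed intensities, so the size of its change depends on how the signals were processed. On either side of this cluster, *Irf8* (0.29) and *Fbxo31* (0.01) did not pass. Near *Foxf2* on chromosome 13, *Foxq1* (0.30), *Foxc1* (0.18), *Gmds* (0.08) and *Exoc2* (-0.21) did not pass. The nearest neighbour of *Foxf2* in the RefSeq table on the side of *Foxq1*, *1700018A04Rik*, was in no list and was chosen after its values were seen. It changed by -0.57 (adjusted p 0.0513 in limma) and was lower on both arrays. Over the 9 neighbours of the fixed list, the mean was -0.20 and the median 0.04, which differ in sign.

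*Porcn*, which encodes the enzyme that IWP-2 blocks, changed by 0.09, and *Wls*, a carrier of WNT proteins, by 0.00. Neither passed FDR 0.05. The 13 genes of the list of WNT ligands and their secretion that could be tested had a mean of -0.18 (-0.24 on replicate 1 and -0.12 on replicate 2), and *Wnt5a* (-1.21) was the only one of them past FDR 0.05. *Wnt9b* changed by -0.45 and *Wnt7b* by -0.21, without passing. Signals of *Wnt2*, *Wnt2b*, *Wnt3*, *Wnt3a* and *Wnt7a* were too near background to be tested, as were those of *Cyp26c1* and *Myh11* from other lists.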

Values the study reported

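With cut-offs of an intensity above 100 and a fold change above 2 on both arrays, the study reported 69 genes with lower and 13 genes with higher expression in E11.5 ureters treated with IWP-2. For E12.5 ureters, it reported 112 lower and 24 higher genes.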

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

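The trend and the robust prior run singly, and the separate-channel models, were chosen after the results had been seen. So was the repeat of the simulation.

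The counts of genes at FDR 0.05 depended strongly on the processing. With the processed intensities 75 genes were higher, and without background correction also 75. Centring on the median gave 36 lower and 7 higher genes, all of them also past the threshold with loess, and a correlation between arrays of 0.00673. The series table gave 1323 lower and 1038 higher genes, of which only 44 and 20 were among the genes above. There, 5040 genes had the same rounded value on both arrays and so no spread between them. It left 4 study genes past the threshold over the list alone. No filter on dim probes gave 89 lower and 16 higher genes from 29899 genes tested and a correlation of 0.427. The mean over all probes of a gene gave 211 higher genes, and the processed intensities gave a correlation of 0.505. A stricter FDR of 0.01 left 55 lower and 9 higher genes, and adding a mean fold change of 2 left 84 and 17. Except where a stricter threshold or more genes tested accounts for a change, the cause was not tested.

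The model of the variance changed these counts as well. With a trend and a robust prior, limma gave 29 lower and 0 higher genes at FDR 0.05, and 894 and 1258 at an unadjusted p under 0.05. The 10 largest decreases all passed under this prior, but 9 of the 12 study genes past FDR 0.05 did not (adjusted p from 0.0658 to 0.194 in limma). With the trend alone it gave 242 lower and 0 higher genes, and 1110 and 1484 unadjusted. Under this prior 7 of the 10 largest decreases did not pass (adjusted p from 0.0571 to 0.501 in limma), while 11 of the 12 study genes did. The separate-channel model gave 84 lower and 9 higher genes without a dye term. With a dye term, limma gave 0 lower and 0 higher genes, and 879 and 1329 at an unadjusted p under 0.05. As that model leaves no residual degree of freedom among the log ratios, its counts cannot show whether the changes hold. The simulation bears on the model of the variance in the main fit. There, with 1 residual degree of freedom, the prior was estimated with a wide range. In the simulated arrays, 16.6% of the genes past FDR 0.05 were unchanged. Of the 165 genes that passed there with a change of at least 2-fold, 2 were unchanged.

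Of 103 named genes, 43 passed FDR 0.05, and all 43 kept their direction under every alternative that gave a value. Another kept probe was present for 100 of the genes past FDR 0.05. It went the opposite way on both arrays for 0 of them and on any array for 6.

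All 6 lists kept the sign of their mean under every alternative. Under fry, the WNT list (-0.58, adjusted p 0.0799), the BMP list (-0.69, 0.0799), the retinoic acid list (-0.24, 0.204), the FGF list (0.25, 0.0582) and the smooth muscle list (-0.22, 0.257) no longer passed in limma. With an estimated correlation, neither these nor the hedgehog list (-1.37) passed, with adjusted p from 0.230 to 0.299 in limma. As both tests rest on 1 residual degree of freedom, not passing them does not show a list to be unchanged. On ranks, the FGF and smooth muscle lists did not pass (both 0.0723), and with the series table the smooth muscle list did not (-0.25, 0.123).

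The filter gave 26 lower and 7 higher genes with an intensity of 100 in both channels, 165 and 73 at a fold change of 1.5, 17 and 2 at a fold change of 3, and 80 and 21 with the fold change taken as a mean over arrays. Genes that followed the dye numbered 6 at a fold change of 1.5, 9 with the mean fold change and 1 in the series table. Each array alone gave 63 to 128 lower and 35 to 62 higher genes, the larger number of lower genes coming from replicate 1 and of higher genes from replicate 2. With 1 array the limma fit has no residual degree of freedom, so neither its counts nor the p-values of the lists have a value without a replicate. Leaving out saturated spots moved nothing, since 0 spots were saturated. Signal over background limited which genes could be tested, since only 69.8% of treated spots on replicate 1 were well above background.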

Other observations

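All tests in this part were chosen after the pattern itself had been seen, and only that for yolk sac and liver used further genes whose values had not been seen before.

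The lowest values among genes of the *Hox* clusters were those of paralogue groups 12 and 13. The 4 tested genes of paralogue groups 12 and 13 had a mean change of -1.22, and *Hoxd12*, *Hoxa13* and *Hoxd13* passed FDR 0.05 in limma. *Hoxb13* did not pass, with -2.66 on replicate 1 and -0.84 on replicate 2. The 32 tested genes of groups 1 to 11 had a mean of 0.12, and 0 of them passed. The difference was -1.34. No p-value is given for it, because the groups were drawn after these 4 genes were seen to be the lowest of the 36. Also lower were *Evx1* (-1.92), *Hottip* (-1.67) and *Hoxa11os* (-0.92), which lie by the same clusters and were chosen after their values were seen. Less distal tissue in the treated pools may explain this pattern, and so may a response of these genes to WNT signals. The explanations cannot be told apart, because RNA came from whole ureters and the arrays give no position.

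*Notumos* changed by -1.93 while *Notum* of the WNT target list changed by -0.10. *Notumos* was chosen after its value was seen, and no explanation was tested.

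Markers of several cell types other than mesenchyme were higher with IWP-2. A lower share of mesenchymal RNA might raise all of them alike. However, endothelial markers exceeded epithelial markers by 0.31. These lists had the largest and smallest means among endothelium, blood, nerve and epithelium, and were compared after the means were seen. No p-value is given, since the genes of a list are not independent and do not measure the spread between pools. The difference was 0.28 on replicate 1 and 0.34 on replicate 2. It argues against a change in the mesenchymal share as the whole cause, but only for this chosen pair of lists. A change in endothelium, blood or nerve themselves stays open and was not tested.

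Of the genes with the largest increase, *Marco*, *Ms4a7*, *Gpnmb*, *Gpr84* and *Cxcl3* are expressed in macrophages. More macrophages in the treated pools could raise them together. The 12 general macrophage genes were all higher on both arrays, with a median of 0.47 and a range of 0.27 to 0.92. Among the abundant ones, *C1qc* changed by 0.48, *Csf1r* by 0.27 and *Cd68* by 0.27. This list shares 2 genes with the blood list. The smallest change of the 5 genes was 1.21, above the whole range of the general genes. However, the 5 were taken from the genes with the largest increase, so this gap cannot decide against cell number. More macrophages as a part or the whole of the cause, and a changed state of these cells, stay open.

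*Cyp1a1* is a target of the aryl hydrocarbon receptor, and IWP-2 could activate this receptor apart from its effect on PORCN. The 5 further genes of the response had a median of 0.16, with *Nqo1* at 0.45 and *Cyp1b1* at -0.16, and 0 of them passed FDR 0.05 in limma. As these genes need not respond in every tissue, the values leave open whether the receptor was active.

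Some patterns appeared on 1 array alone. On replicate 1, 6 satellite repeat sequences were higher in the treated channel, with a median of 2.13. Their median on replicate 2 was 0.14, where a dye bias would have given a decrease, which argues against such a bias. Genomic DNA in the treated pool of replicate 1 might raise repeats. Multicopy genes of the Y chromosome had a median of 0.11 there, at percentile 92.8 of random lists of like brightness, which leaves genomic DNA open.

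*Afp* changed by 0.28 on replicate 1 and 2.71 on replicate 2. For yolk sac or liver as a possible source, the median of 7 further genes on replicate 2 was at percentile 97.2, with a highest value of 0.58. This source can be neither excluded nor shown by these values.

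*Sall1* (0.29 and -1.81) and *Wt1* (-0.14 and -1.29) were lower on replicate 2 alone. Less kidney mesenchyme in that treated pool might lower them. The 5 further nephron progenitor genes had a median of -0.21 on replicate 2, but their values ran from -0.38 to 0.72, so that this stays open. The same markers of kidney mesenchyme are in a list of the report.

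On replicate 2, *Xist* changed by -0.74 and the 4 single-copy genes of the Y chromosome had a median of 0.60, with all 4 higher. These values are consistent with more male embryos in the treated pool of replicate 2. On replicate 1, *Xist* changed by -0.17 and the 4 genes by -0.39 to -0.02 (median -0.25), so that the pattern was absent there. A second kept probe of *Xist* changed by 0.29 on replicate 1 and -0.55 on replicate 2. All 4 genes were lower on replicate 1, but the *Xist* probes differed in sign there. An opposite difference in sex on replicate 1 therefore stays open. More male embryos in the treated pool would apply to replicate 2 alone, so this does not go with the treatment on both arrays.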
